A study of Mus musculus with 15 samples. Its data were reported in "High-frequency head impact causes chronic synaptic adaptation and long-term cognitive impairment in mice" (2021).

How the data were processed

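Total RNA was sequenced from dissected cortex of male C57BL/6 mice, 1 month after high-frequency head impact (HF-HI) or a Sham procedure. The labels place 7 libraries in the Sham group and 8 in the HF-HI group, and no other group belongs to this series. Per the study's methods, the authors prepared stranded total RNA libraries after ribosomal RNA depletion, aligned reads to the mm10 mouse genome with STAR, estimated counts per Ensembl transcript with eXpress, and used DESeq2 for size factors and the variance-stabilizing transformation. The authors also used Cook's distance to remove outliers among genes of low mean count. The annotation release was not stated.

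The authors deposited variance-stabilized (VSD) values on the log2 scale of DESeq2, in a column per library, for 10370 transcripts. None of them is constant, and every column was matched to a single sample by its name. The VSD scale compresses low counts. A doubling from 100 normalized counts moves the VSD by 0.20, a doubling from 300 by 0.33, a doubling from 1000 by 0.53 and a doubling from 10000 by 0.89. Differences in VSD therefore understate log2 fold changes, and log2 ratios of mean normalized counts are given beside them.

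The transformation was inverted to learn the depth of each library. All columns share the value of a count of 0, which is a VSD of 9.81, and after inversion 100.0% of the values were whole multiples of a single step per library, within a tolerance of 0.1 reads. Those steps gave the size factors and the whole reads, and size factors recomputed from the listed transcripts by the median of ratios correlated with them at 1.0. The summed reads cover the listed transcripts only and are not the whole depth of a library. The lowest mean over libraries was 107.9 normalized counts, so transcripts of low abundance were not analysed here. The worth of a single read ranged from 0.679 normalized counts in Sham replicate 4 to 2.00 in HF-HI replicate 4, which sets the counting precision. Transcripts were matched to the GENCODE M21 annotation of GRCm38 (mm10), and 10241 had an entry while 129 did not. The matched transcripts belong to 7740 genes, of which 6101 had a single listed transcript and 1639 had several.

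The test of each transcript was a linear model in limma 3.58.1 (R 4.3.3) on the deposited values, with group as the only term and eBayes with trend, two-sided, HF-HI minus Sham. The test was chosen for the deposited unit, and no count model was fitted. P-values were adjusted over all transcripts with the Benjamini-Hochberg method, at the study's threshold of 0.1. The count of transcripts at an unadjusted p under 0.05 was reported as well. Standard deviations in the text are over the 7 Sham or 8 HF-HI libraries. The tests, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined.

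Named genes were to be the 5 transcripts with the largest increase and the 5 with the largest decrease among those past the adjusted threshold. Where fewer passed, the places were filled with the smallest unadjusted p in that direction. A fixed set was named whatever its values: AMPA and NMDA receptor subunits, Arc, Egr1, Fos, Nrxn3, Dlgap1, Creb1, Gfap, Aif1, Xist and 4 genes of the Y chromosome. A further gene of this set is not reported here.

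A family of 22 gene lists was tested with limma's camera at a preset correlation of 0.01, adjusted over the lists at 0.05. The lists hold synaptic, glial, vascular, regional, activity-related and other genes and were written from general knowledge after the study had been read. Gene ontology annotation was not used here. Each list was also tested with fry, for a shared direction and, chosen after seeing the data, for changes in either direction, with camera at an estimated correlation, and with an exact permutation of its mean standardized value over all splits of the libraries. Genes that the study displayed from these libraries formed lists outside the family. Separation of the groups was tested by the mean Euclidean distance between groups minus that within groups, with an exact one-sided permutation, and Gfap by an exact two-sided permutation of the difference of group means.

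The code was tested on simulated counts drawn for the 10370 transcripts with the real means and library sizes. With 200 transcripts changed by 0.5 on the log2 scale, 145 (72.5%) were called at the adjusted threshold together with 9 false calls. With 200 changed by 1, 180 were called with 18 false calls, and with none changed 1 was called. The simulated noise included no variation shared between transcripts.

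Alternatives changed the eBayes prior, the scaling of libraries, the filter on low values, the weight of each library, a block on replicate number, a striatal covariate, the use of a single transcript per gene symbol, and each library left out in turn. Others were chosen after seeing the data: voom on the recovered reads per transcript or summed per gene, log2 of normalized counts with a pseudocount of 0.5, the log2 size factor as a covariate, a correction for GC content and transcript length, and the libraries with a size factor above 1. For results fitted across all transcripts, 100 splits of the libraries into groups of 7 and 8 were drawn, the real split included. The block on replicate number left out HF-HI replicate 8, as no Sham library has that number. The check of GC content and length covered transcripts with an annotation entry. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.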

Results

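The comparison addresses how cortical gene expression differs 1 month after HF-HI, a mouse model in which anesthetized animals receive repeated head impacts on consecutive days. The control group is Sham. The data comprise 7 Sham and 8 HF-HI libraries of cortical total RNA, with variance-stabilized (VSD) values for 10370 transcripts. All SD values are over these 7 or 8 libraries.

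Reads recovered in the listed transcripts ranged from 5798810 in Sham replicate 3 to 10582858 in Sham replicate 4 among Sham libraries. Among HF-HI libraries they ranged from 3496103 in HF-HI replicate 4 to 8666307 in HF-HI replicate 5. Size factors ranged from 0.818 to 1.47 in Sham and from 0.501 to 1.22 in HF-HI. The mean log2 size factor was lower in HF-HI by a difference of −0.55 (exact two-sided permutation p = 0.0280). Depth and group therefore overlap in these libraries, with a squared correlation of 0.326. On the first principal component, which held 14.3% of the variance, HF-HI replicate 2 had a value of 12.6, while the other libraries lay between −3.35 and 0.721. Pairs of libraries of the same group correlated across transcripts between 0.950 and 0.978, and no pair differed by as little as sampling noise.

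**Figure D1:**
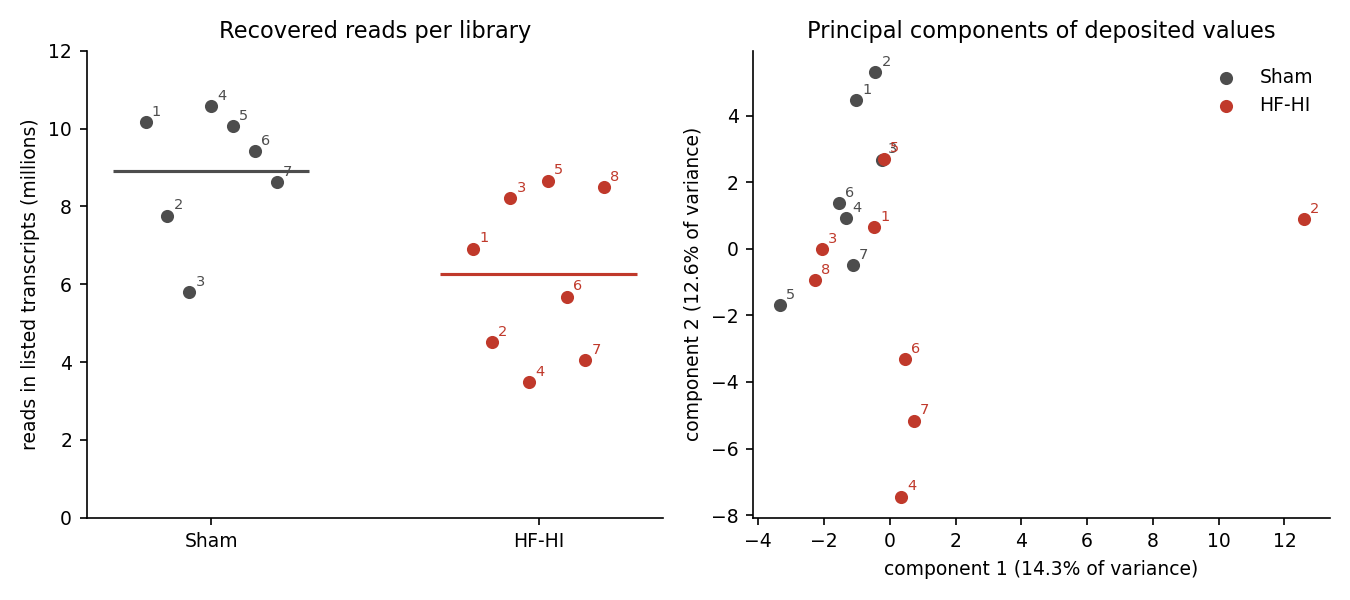
Left, reads recovered in the listed transcripts of each library, with group means as lines; right, the first and second principal components of the deposited VSD values, with numbers giving the replicate. Sham reads reach 10582858 and HF-HI reads 8666307, and HF-HI replicate 2 stands apart at 12.6 on the first component.

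No transcript differed between HF-HI and Sham at a limma Benjamini-Hochberg adjusted p under 0.1 (0 of 10370), and the smallest adjusted p was 0.206. At an unadjusted p under 0.05, 916 transcripts of 841 genes differed, against 518.5 by chance at that level. Of these, 512 were higher and 404 were lower in HF-HI. At an unadjusted p under 0.001 there were 33, against 10.4 by chance. The median size of the difference among the 916 was 0.07 in VSD, and 0.22 as a log2 ratio of normalized counts. The alternative that moved the count most among those using all libraries and all transcripts was the log2 size factor as a covariate, which left 533 transcripts, 312 of them among the 916. In 1 of 100 splits of the libraries, the real one alone, there were as many as 916. The other 99 splits gave between 302 and 897, with a median of 457.

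**Figure D2:**
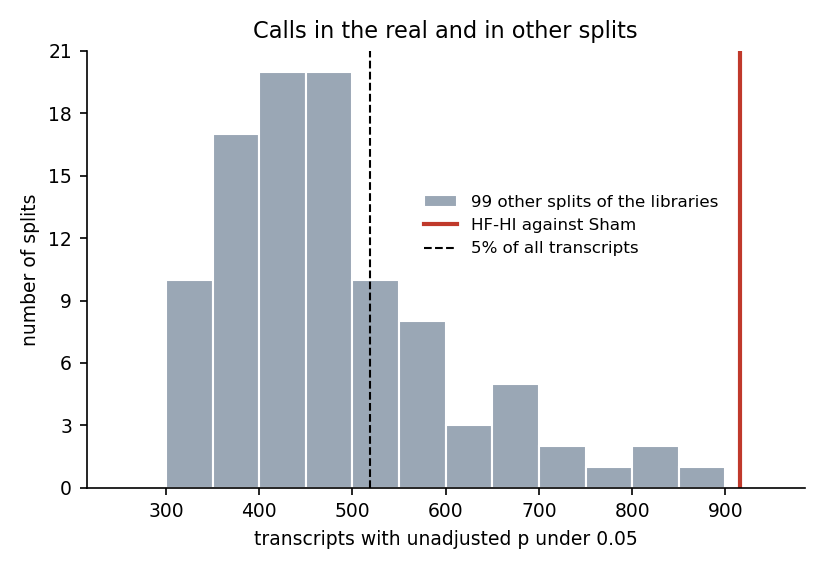
Number of transcripts with an unadjusted limma p under 0.05 (horizontal axis) over 99 other splits of the libraries (bars, number of splits on the vertical axis). The solid line marks the 916 of HF-HI against Sham, the dashed line the 518.5 that make 5% of all transcripts, and the other splits end at 897.

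Because no transcript passed the adjusted threshold, the 5 higher and 5 lower transcripts named here are those with the smallest unadjusted p from limma, and their adjusted p lay between 0.206 and 0.226. A330023F24Rik (ENSMUST00000181273, a lincRNA on chromosome 1, 195017398 to 195036929, GRCm38) had 874 ± 41.6 normalized counts in Sham and 1062 ± 80.2 in HF-HI (SD), with a VSD difference of 0.13 and a limma adjusted p of 0.206. Nr4a3 (ENSMUST00000153369, chromosome 4, 48049114 to 48086447) rose from 157 ± 38.0 to 291 ± 65.8 normalized counts, a log2 ratio of 0.89. Eif1 (ENSMUST00000132618, a processed transcript on chromosome 11, 100320884 to 100321533) rose from 237 ± 73.1 to 404 ± 46.8. Gm26945 (ENSMUST00000183191, a lincRNA on chromosome 12, 109640341 to 109642351) rose from 342 ± 43.4 to 445 ± 35.4. Numbl (ENSMUST00000149805, with a retained intron, chromosome 7, 27258806 to 27282144) rose from 217 ± 32.5 to 316 ± 48.2. In each of these, all 8 HF-HI libraries lay above the Sham median. The other listed transcript of Numbl was called lower at an unadjusted p under 0.05. With reads summed per gene, Numbl had a log2 difference of −0.15 (voom, limma unadjusted p = 0.105).

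Among the lower transcripts, Txndc5 (ENSMUST00000035988, chromosome 13, 38500079 to 38528490) had 319 ± 23.3 normalized counts in Sham and 217 ± 37.7 in HF-HI, a VSD difference of −0.15. This transcript had the smallest unadjusted p of all, with a limma adjusted p of 0.206. ENSMUST00000142037, which had no entry in the annotation, had 452 ± 32.3 and 356 ± 37.5 normalized counts. Srp54b (ENSMUST00000110708, chromosome 12, 55155104 to 55189573) had 850 ± 95.5 and 663 ± 58.0. Reads of this gene could be divided with near-identical copies, so its value is uncertain. Nrde2 (ENSMUST00000021596, chromosome 12, 100125452 to 100159648) had 156 ± 10.6 and 123 ± 9.34. Ndrg2 (ENSMUST00000111632, chromosome 14, 51905283 to 51913488) had 2255 ± 141 and 1988 ± 72.7. All 8 HF-HI libraries lay below the Sham median in each. The other listed transcript of Ndrg2 was called higher at an unadjusted p under 0.05. With reads summed per gene, Ndrg2 stayed lower, with a log2 difference of −0.06 (voom, limma unadjusted p = 0.0316).

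Immediate early genes are transcribed within minutes of neuronal activity. Both listed transcripts of Arc (chromosome 15, 74669083 to 74672570) were higher in HF-HI. ENSMUST00000110009 rose from 603 ± 200 to 1132 ± 225 normalized counts (log2 ratio 0.91, limma unadjusted p = 2.3e-04, adjusted p = 0.214), and ENSMUST00000023268 rose from 1292 ± 510 to 2067 ± 358 (log2 ratio 0.68, limma unadjusted p = 0.00337, adjusted p = 0.351). Egr1 (ENSMUST00000165033, chromosome 18, 34861207 to 34864956) rose from 1004 ± 263 to 1435 ± 173 (log2 ratio 0.52, limma unadjusted p = 0.00180, adjusted p = 0.319). Fos (ENSMUST00000021674, chromosome 12, 85473890 to 85477273) rose from 236 ± 87.1 to 402 ± 85.8 (log2 ratio 0.77, limma unadjusted p = 0.00233, adjusted p = 0.338). In all of these transcripts, 8 of 8 HF-HI libraries lay above the Sham median. Among libraries with a size factor above 1, the calls of Fos and of Arc ENSMUST00000023268 were lost.

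**Figure D3:**
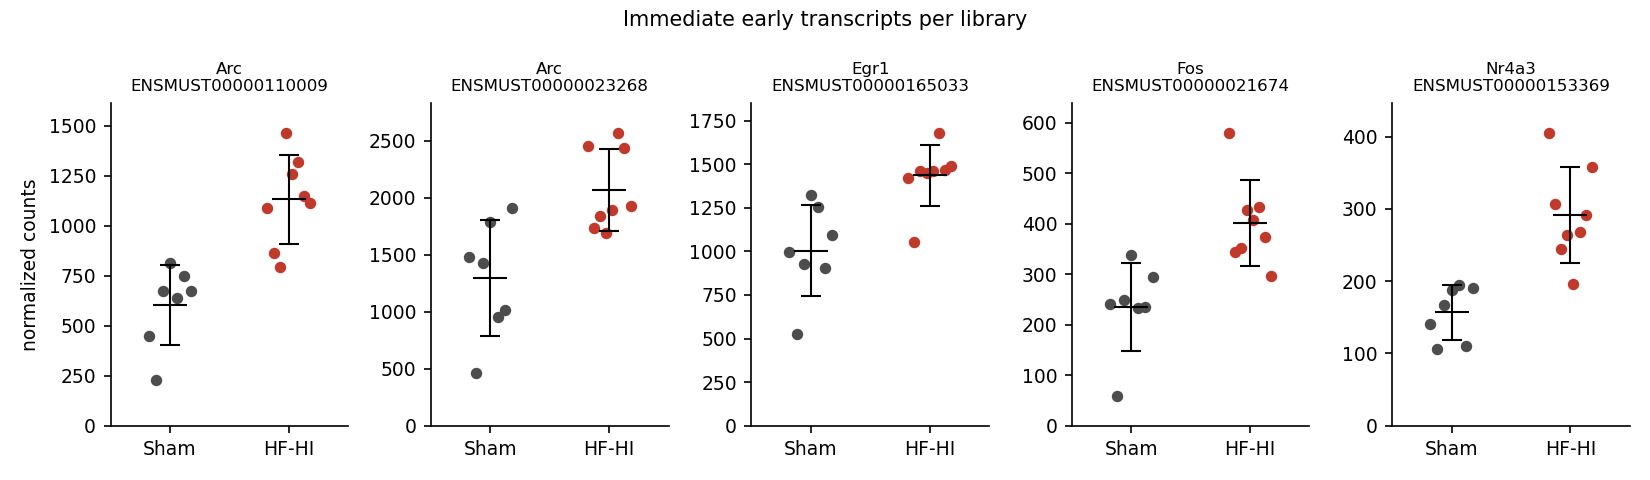
Normalized counts (vertical axes) of 5 immediate early transcripts in each Sham and HF-HI library, with the mean and SD. HF-HI means are 1132 and 2067 for the transcripts of Arc, 1435 for Egr1, 402 for Fos and 291 for Nr4a3, and all 8 HF-HI libraries lie above each Sham median.

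The list of immediate early genes had 26 listed transcripts, and 16 of them were called at an unadjusted p under 0.05, all higher in HF-HI. The median log2 ratio over the list was 0.40. Adjusted over the list alone, 16 transcripts had an adjusted p under 0.1, against 0 when adjusted over all transcripts. The study displayed 3 of the 31 genes of this list from these libraries. Beyond the named genes, and chosen after their values were seen, Dusp5, Sik1, Ier5, Per1, Nr4a1, Trib1, Dusp1, Dusp6, Fosl2 and Junb were among the 16, while Egr3, Jun, Nr4a2, Btg2, Npas4, Nptx2 and Homer1 were not. The list was higher in HF-HI by camera (adjusted p = 6.9e-12). By an exact permutation of its mean standardized value the p was 0.00591, and 0.130 after adjustment over the 22 lists. All 8 HF-HI libraries lay above the Sham median of that mean and 5 of them above every Sham library.

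Synaptic genes were prominent in the study's account of these libraries. Among AMPA receptor subunits, 1 of 2 transcripts of Gria1 differed, ENSMUST00000036315 (chromosome 11, 57011810 to 57330244), which fell from 1255 ± 172 to 1066 ± 191 normalized counts (limma unadjusted p = 0.0443, adjusted p = 0.555). This call was lost in 10 of the 15 fits that each left out 1 library (Sham replicates 1, 2, 3, 4 and 6, HF-HI replicates 3 to 7). The other transcript of Gria1, ENSMUST00000094179, had a VSD difference of 0.04 that vanished with depth as a covariate. None of 2 transcripts of Gria2, 3 of Gria3 and 3 of Gria4 had an unadjusted p under 0.05, though 1 of Gria2 did without Sham replicate 4 and 1 of Gria3 without HF-HI replicate 1. Among NMDA receptor subunits, 1 of 8 transcripts of Grin1 was higher (ENSMUST00000155627, from 200.1 ± 29.6 to 249 ± 44.4), and none of 2 transcripts of Grin2a and 3 of Grin2b differed at that level, except 1 of Grin2b without Sham replicate 4. Of 6 transcripts of Nrxn3, 1 was higher (ENSMUST00000057634, chromosome 12, 88953399 to 90333060, from 155 ± 24.5 to 267 ± 77.4). Without HF-HI replicate 2, whose value for it was 106, this transcript passed the adjusted threshold (limma adjusted p = 0.0230), while its adjusted p reached 0.909 over the other alternatives.

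Some of the fixed genes had transcripts that moved in opposite directions. Of 7 transcripts of Dlgap1 (chromosome 17), 4 differed. ENSMUST00000148486 and ENSMUST00000146730 were higher (log2 ratios 0.21 and 1.19), and ENSMUST00000133983 and ENSMUST00000155016 were lower (log2 ratios −0.86 and −0.74). Creb1 transcript ENSMUST00000087366 (chromosome 1, 64532819 to 64604548) fell from 448 ± 87.4 to 287 ± 129, and ENSMUST00000049932 rose from 261 ± 93.0 to 395 ± 156. The latter call held in only 4 of the 15 fits that each left out 1 library (without Sham replicate 5 or 7 or HF-HI replicate 5 or 6), and the former was lost without Sham replicate 2. For Dlgap1, the call of ENSMUST00000133983 was lost without Sham replicate 5 or 6, and that of ENSMUST00000155016 without Sham replicate 1, 2 or 4 or HF-HI replicate 3, 6, 7 or 8. No transcript of Creb1, Gria1 or Grin1 was called with depth as a covariate. For Creb1, none was called with a replicate block, a striatal covariate, voom on reads per transcript or log2 of normalized counts. With each library centered on its median, with quantile normalization or with library weights, 1 was called. The call of Gria1 was lost with quantile normalization and with the striatal covariate. Among libraries with a size factor above 1, both genes had no call. When recovered reads were summed per gene and tested with voom, the limma adjusted p was 0.780 for Dlgap1, 0.894 for Creb1, 0.723 for Gria1 and 0.821 for Nrxn3, none of them at an unadjusted p under 0.05. Among these, the remaining subunits and the immediate early genes named here, summed reads of Arc, Egr1, Fos, Nr4a3 and Gria3 did differ at that unadjusted level, all higher, with limma adjusted p of 0.202, 0.264, 0.293, 0.156 and 0.512. The log2 difference of Gria3 was 0.07. In all, 49 genes had transcripts called in opposite directions.

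**Figure D4:**
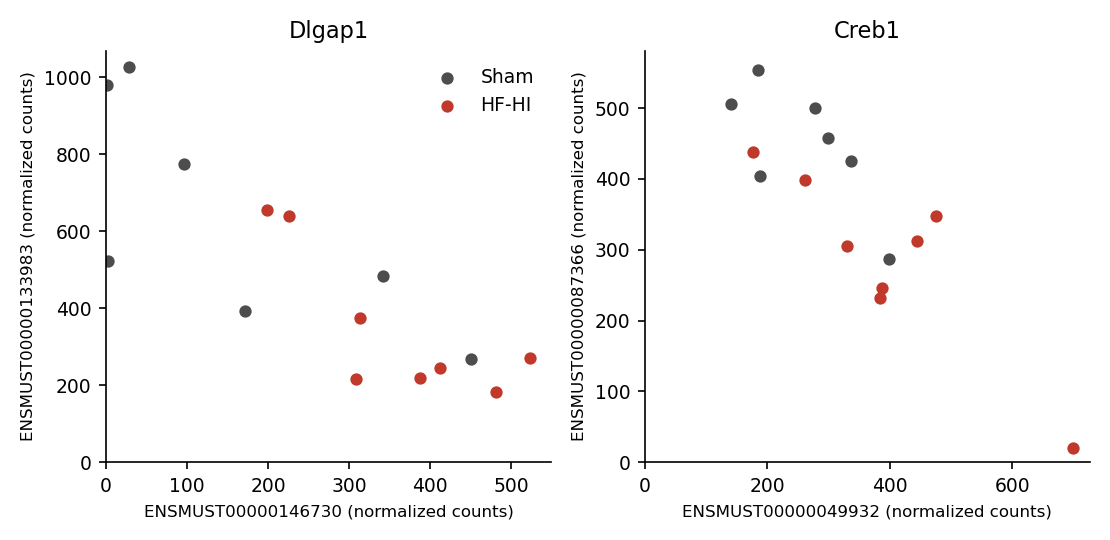
Normalized counts of a transcript higher in HF-HI (horizontal axis) against a lower transcript of the same gene (vertical axis), for Dlgap1 and Creb1, with a point per library. Log2 ratios of the plotted transcripts are 1.19 and −0.86 for Dlgap1 and 0.60 and −0.64 for Creb1, and within both groups libraries with more of the former have less of the latter.

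In the union of 5 synaptic lists (glutamate receptors, AMPA receptor trafficking, postsynaptic density, presynaptic vesicle and synaptic adhesion), 39 of 312 transcripts were called at an unadjusted p under 0.05, of which 22 were higher and 17 lower. That is 12.5%, against 8.72% of the other 10058 transcripts (Fisher's exact test across transcripts, which are not independent replicates, two-sided p = 0.0254). The study displayed 17 genes of the union from these libraries, and they held 19 of the 39. Without these genes, 20 of 250 transcripts were called (Fisher's exact p = 0.820). Leaving out genes chosen for being called lowers the share by construction, so this test cannot decide whether an excess remains. With depth as a covariate the share over the whole union was 5.77%, against 5.12% of the others. Directional tests of the 5 lists found no difference: the camera adjusted p was 0.997 for glutamate receptors, 0.997 for AMPA receptor trafficking, 0.306 for the postsynaptic density, 0.153 for presynaptic vesicles (0.0386 without HF-HI replicate 2, 0.0468 with reads summed per gene, and up to 0.824 over the alternatives) and 0.796 for synaptic adhesion. A test for changes in either direction, chosen after the data were examined, gave a limma fry adjusted p of 0.537, 0.200, 6.4e-04, 0.106 and 0.150 for these lists, in that order. It asks whether a list changed, without comparison to other transcripts, and 17.7% of random gene lists matched to the postsynaptic density list also had an unadjusted p under 0.05 in it. Adjusted over the list alone, 0, 2, 4, 0 and 3 transcripts of these lists, in that order, had an adjusted p under 0.1. At an unadjusted p under 0.05, the counts were 5, 2, 19, 7 and 8. The 2 of AMPA receptor trafficking were both transcripts of Arc, which is also in the immediate early list, so no other gene of that list was called.

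Genes that the study displayed under learning and memory had 77 listed transcripts, of which 37 were called (22 higher, 15 lower). Those displayed under synaptic signaling had 82, of which 30 were called (16 higher, 14 lower). Adjusted over the list alone, 37 and 6 transcripts passed 0.1, which is not independent evidence because the study chose these genes on the same libraries. As sets, the exact permutation p of the mean standardized value was 0.0101 for the former and 0.347 for the latter, under the same limit.

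Gfap, an astrocyte gene raised in reactive gliosis, had 472 ± 42.7 normalized counts in Sham and 501 ± 76.6 in HF-HI (ENSMUST00000067444, chromosome 11, 102887336 to 102897131). The VSD difference was 0.03, within the spread between libraries (exact two-sided permutation p = 0.426). Leaving out single libraries moved the difference between 0.01 (without HF-HI replicate 2) and 0.05. Aif1, a microglial gene, was not analysed here, nor was Xist. Only 5 transcripts of the reactive glia and inflammation list were listed, and the list did not differ (camera adjusted p = 0.997, with 1 transcript at an unadjusted p under 0.05 and 1 when adjusted over the list alone). Microglial genes (10 transcripts, camera adjusted p = 0.302) and oligodendrocyte genes (27 transcripts, 0.997) did not differ. Astrocyte genes were lower (24 transcripts, camera adjusted p = 0.0698, exact permutation p = 0.0281, 0.295 after adjustment). Their camera adjusted p fell under 0.05 without Sham replicate 1 or 6 or without HF-HI replicate 6 or 8, with a replicate block and with correction for GC content and length, and over all alternatives it ranged from 0.0216 to 0.780.

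Across the 22 lists, 4 passed a camera adjusted p under 0.05, and none of the 4 held under directional fry, under an estimated correlation or under the exact permutation after adjustment. By fry for changes in either direction, 4 lists passed, with a limma adjusted p of 6.4e-04 for the postsynaptic density, 6.4e-04 for circadian genes, 0.00105 for immediate early genes and 0.0246 for calcium signaling. Besides the immediate early genes, genes encoded by the mitochondrial genome were lower (15 transcripts, median log2 ratio −0.25, 7 called, all lower, camera adjusted p = 6.0e-06). Their exact permutation p was 0.0821, and with depth as a covariate their direction turned (camera adjusted p = 0.943, with 5.0e-08 to 0.943 over all alternatives). Striatal genes were lower (24 transcripts, 4 called, all lower, camera adjusted p = 0.00123, exact permutation p = 0.227), and the camera adjusted p was 0.0697 without HF-HI replicate 1 (2.4e-06 to 0.577 over all alternatives). Circadian genes were higher (18 transcripts, 5 called higher and 1 lower, camera adjusted p = 0.0344, exact permutation p = 0.0780), and the call was lost without any of 5 libraries (Sham replicates 2 and 7, HF-HI replicates 3, 7 and 8), with a replicate block, with correction for GC content and length and with both filters on low values. Its camera adjusted p ranged from 0.00411 to 0.390 over all alternatives. Adjusted over the list alone, 0 mitochondrial, 1 striatal and 5 circadian transcripts passed 0.1, and 1 astrocyte transcript did.

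The remaining lists did not pass by camera, and the adjusted p was 0.302 for calcium signaling, 0.924 for GABAergic synapse, 0.795 for upper layer cortex, 0.302 for deep layer cortex (0.0468 with reads summed per gene, and up to 0.577 over the alternatives), 0.306 for endothelium and 0.324 for blood. Calcium signaling had 13 of 67 transcripts called (7 higher, 6 lower), GABAergic synapse 1 of 37, upper layer cortex 2 of 17, and the deep layer, endothelial and blood lists 0 each. Adjusted over the list alone, 0 transcripts of these lists passed. The choroid plexus, hippocampus and thalamus lists had 1 listed transcript each, and their adjusted p was 0.997, 0.997 and 0.452.

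**Figure D5:**
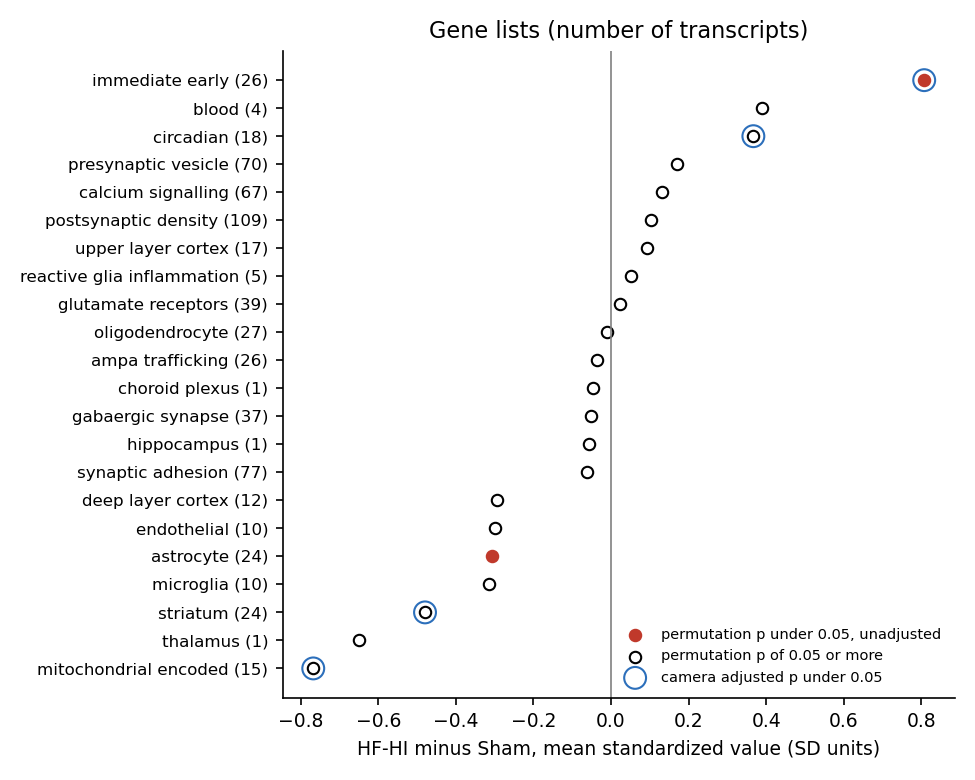
Mean difference between HF-HI and Sham in standardized value (SD units, horizontal axis) for each of 22 gene lists, with the number of transcripts in parentheses. Filled points have an exact permutation p under 0.05 before adjustment, and rings mark the 4 lists past a camera adjusted p of 0.05, of which only the immediate early list also has a filled point.

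Over all transcripts, the mean distance between libraries was 13.6 between groups and 13.5 within groups in VSD units. The difference of 0.0717 was no larger than in other splits of the libraries (exact one-sided permutation p = 0.257). The mean distance was 12.5 within Sham and 14.3 within HF-HI. The result depended on which group lost a library. Without any single Sham library the difference fell below 0, and without any single HF-HI library it rose. The exact permutation p ranged from 0.0239 without HF-HI replicate 5 to 0.696 without Sham replicate 2. As distances were larger within HF-HI, losing a library of either group shifts the pooled mean within groups. These fits therefore cannot show that the result rested on particular libraries. Over the 500 transcripts of highest variance the sign turned, with an exact permutation p of 0.531.

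All 4 Y-chromosome genes were listed in both groups, as the male label requires. Ddx3y had 803 ± 42.8 normalized counts in Sham and 794 ± 68.9 in HF-HI, Kdm5d had 263 ± 19.4 and 272 ± 13.5, and Eif2s3y had 216 ± 23.9 and 213 ± 27.3. Of 2 transcripts of Uty, ENSMUST00000143286 was lower in HF-HI (140.0 ± 32.6 and 94.4 ± 25.7, limma unadjusted p = 0.00606, adjusted p = 0.395), and ENSMUST00000069309 did not differ (a VSD difference of 0.03). These genes formed a list outside the family of 22, with 1 of 5 transcripts called, 1 when adjusted over the list alone, and an exact permutation p of 0.669 for the mean standardized value.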

Values the study reported

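The study reported 908 genes as significantly differentiated between sham and HF-HI at 1 month.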

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

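In this part, the test of ribosomal sequence in HF-HI replicate 2 and the test of depth on the mitochondrial genes were chosen only after the results were seen. In 104 groups of 7 or 8 libraries, 12 had a library whose gap to its nearest neighbor was unusually large against the range of its group. Chance alone gives about 5.2, so single items are weak evidence.

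HF-HI replicate 2 accounted for 5 of the 12. Its value on the first principal component was 12.6, with the other HF-HI libraries between −2.28 and 0.721. It also had 1056 normalized counts of Egr1 (the other HF-HI libraries had 1420 to 1681), 106 of Nrxn3 ENSMUST00000057634 (others 242 to 353), 1525 of Gria1 ENSMUST00000094179 (others 882 to 1159) and a mean VSD of 10.87 over the synaptic adhesion list (others 10.90 to 10.92). It was the most extreme library for 1687 transcripts, where an even share is 691. HF-HI replicates 4 and 7, which had the fewest reads, followed with 1331 and 1134, so lower depth may account for part of that count. On the first component they lay at 0.340 and 0.721. Carry-over of ribosomal RNA is a candidate explanation. Of 3 genes that hold or overlap ribosomal sequence, Gm42418 reached 72776 normalized counts here and at most 2604 elsewhere, and Lars2 reached 5130 and at most 209, but Gm26917 ranked only 8 among the 15 libraries. Without these 3 genes the library's value on the first component was 7.22, still the highest but close to the next at 5.78. This library also had the lowest share of mitochondrial reads (3.85%), and without those transcripts as well its value was 0.240, and 5.51 when Ttr was also left out, both inside the range of the others. The component was fitted anew after each removal, so these values lie on different axes. A value inside the range therefore does not show that the library no longer stood apart. A single library and a gene that did not follow keep the explanation open, so carry-over and another property of this sample cannot be told apart. Without this library, 901 transcripts had an unadjusted p under 0.05, and 713 of them were among the 916.

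Sham replicate 5 lay at −3.35 on the first component, with the other Sham libraries between −1.54 and −0.251. That axis is set mostly by HF-HI replicate 2, and no biological explanation was tested. Without Sham replicate 5, the only transcript past the adjusted threshold was Rtn3 ENSMUST00000088171.

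Sham replicate 2 was low for activity-related genes. It had 58.1 normalized counts of Fos, with 233 to 337 in the other Sham libraries, and a mean VSD of 10.55 over the immediate early list, with 10.70 to 10.82 in the others. The difference of that list between groups might rest on this library or another. The exact permutation p of the list mean without any single library was at most 0.0140, which argues against this.

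Sham replicate 3 had a mean VSD of 13.67 over the genes encoded by the mitochondrial genome, with 13.93 to 14.02 in the other Sham libraries. It had the fewest reads among them, with a size factor of 0.818. Lower depth is a candidate explanation for low mitochondrial values. Over all 15 libraries, the share of reads from mitochondrial genes rose with the log2 size factor (Pearson r = 0.844, permutation p = 1.8e-04; Spearman rho = 0.707, permutation p = 0.00423), and r was 0.799 without the 2 libraries of most extreme depth. Within groups r was 0.406 in Sham and 0.889 in HF-HI. With depth as a covariate, the camera adjusted p of the list between groups was 0.943. What links depth and mitochondrial share, such as RNA quality or the amount of input, was not tested. The same library was high for endothelial genes, with a mean VSD of 10.63 against 10.60 to 10.61, for which no explanation was tested.

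Sham replicate 4, the library with the most reads, had a mean VSD of 10.97 over the postsynaptic density list, with 10.92 to 10.94 in the other Sham libraries. HF-HI replicate 8 had 149 normalized counts of Uty ENSMUST00000143286, with 60.0 to 97.5 in the other HF-HI libraries. Neither technical nor biological explanations were tested for these values.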

How the results depend on the processing

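The covariate for depth, the correction for GC content and transcript length, and the thinning of reads were chosen after seeing the data. So were the libraries with a size factor above 1, fry for changes in either direction, and voom or log2 on recovered reads. The other alternatives were planned.

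No transcript passed an adjusted p under 0.1 in 16 alternatives, nor in 12 of the 15 fits that each left out 1 library; across those 15 fits the count ranged from 0 to 1, with Rtn3, Nrxn3 and A330023F24Rik passing without Sham replicate 5, HF-HI replicate 2 and HF-HI replicate 5. After correction for GC content and length 4 transcripts passed (A330023F24Rik, Eif1, Gm26945 and Txndc5, limma adjusted p = 0.0990 each, and up to 0.940 over all alternatives). Among the 9 libraries with a size factor above 1 (6 Sham, 3 HF-HI), 1 passed, a lower transcript of Usp7. After every library was thinned to the smallest size factor, A330023F24Rik and Gm26945 passed (0.0870 each). The cause was not tested.

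The count at an unadjusted p under 0.05 stayed between 717 and 949 in 14 alternatives and between 748 and 987 across the 15 fits that each left out 1 library. Above the median of mean value it was 516, because only 5185 transcripts were tested, and 515 of them were among the 916. With the log2 size factor as a covariate it was 533, with 312 shared. Among libraries with a size factor above 1 it was 541, with 252 shared, where fewer samples alone lower the count.

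Of the 22 gene lists, 4 passed with camera at the preset correlation. With an estimated correlation, with directional fry and with the exact permutation, 0 passed (0, 0 and 0). Within groups, the median correlation between transcripts of a list was 0.799 for mitochondrial, 0.646 for striatal, 0.413 for immediate early and 0.137 for circadian genes, above the preset 0.01. Transcripts that vary together are therefore a candidate explanation. For the mitochondrial list the exact permutation, which keeps this correlation, gave p = 0.0821. Among libraries with a size factor above 1, 2 passed (immediate early and circadian). Between 3 and 5 passed when single libraries were left out, and 6 with reads summed per gene, where presynaptic vesicle and deep layer genes were added. By fry for changes in either direction 4 passed, of which the immediate early and circadian lists were among the first 4. Correction for GC content and length also gave 4, with astrocyte genes (camera adjusted p = 0.0408, and 0.0216 to 0.780 over all alternatives) in place of circadian genes. The camera adjusted p of the immediate early list ranged from 3.0e-14 to 0.390 over its alternatives, and that of the mitochondrial list from 5.0e-08 to 0.943. The latter value, with the direction turned, belongs to the covariate for depth.

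The separation of the groups was not past 0.05 with all libraries in any alternative. Its sign turned over the 500 transcripts of highest variance (exact permutation p = 0.531). Across the fits that each left out 1 library the exact p ranged from 0.0239 to 0.696. The sign turned without any of the 7 Sham libraries, and the p passed without HF-HI replicate 3, 5 or 8. The mean distance within HF-HI exceeded that within Sham by 1.74 (exact permutation p = 0.106), and by 1.53 after every library was thinned to the smallest size factor (exact permutation p = 0.124).

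Among named transcripts, the difference of Gria1 ENSMUST00000094179 vanished with depth as a covariate (−6.8e-06). Of the other results for gene lists, 18 became weaker and 4 stronger, and 6 and 5 when single libraries were left out. Gfap kept its direction and stayed short of the threshold throughout.

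Replicate numbers recur in both groups. The deviations of same-numbered libraries correlated between −0.138 and 0.0905, so the numbers do not pair the libraries. With a replicate block, which leaves out HF-HI replicate 8, 890 transcripts had an unadjusted p under 0.05 and 0 an adjusted p under 0.1. There 4 lists passed, with astrocyte genes (camera adjusted p = 0.0320) in place of circadian genes (0.116). The Gfap difference was 0.02 (exact sign-flip permutation p = 0.578). Leaving out HF-HI replicate 8 without a block gave the same exchange of lists (camera adjusted p = 0.0216 and 0.117) and the same Gfap difference. The block itself therefore cannot be credited with these changes.

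Depth limits what can be said of transcripts near the lowest means, where a doubling moves the VSD by only 0.20.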

Other observations

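The tests of within-group slopes on depth, of thinned reads, of the synaptic and retained intron shares, of opposite isoforms per call, of the postsynaptic density list, of the mitochondrial list, of clock genes and of the lists called in other splits were chosen only after the results were seen.

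The number of transcripts at an unadjusted p under 0.05 was larger than other splits of the libraries gave, since 1 of 100 splits, the real one, reached 916. The number of calls rose with the size of the depth difference over the 99 other splits (Spearman rho = 0.463). The only other split with as large a depth difference as the real one gave 897 calls, the most after the 916. For the adjusted threshold, 100 of 100 splits gave as many as the 0 observed, which holds by construction. Several technical explanations for the 916 were argued against by most calls staying. A covariate for striatal tissue left 866, thinning every library to the smallest size factor left 853 (616 of them shared, and 2 past the adjusted threshold), and correction for GC content and length left 873 (714 shared). Lower depth of the HF-HI libraries remains a candidate explanation for part of the pattern, because the log2 size factor as a covariate left 533 and kept 312 of the 916. The covariate also removes part of any effect of the impact, as depth and group overlap. When depth was shuffled within groups, which keeps that overlap, the same covariate left a median of 764 calls, and 7 of 100 shuffles, the real order included, left as few as 533. Transcripts higher in HF-HI also tended to fall with depth among libraries of the same group. Across transcripts, the correlation between both was −0.301, and 3 of 100 shuffles of depth within groups, the real order included, gave as negative a value. The transcripts that followed depth within groups numbered 1097, against a median of 549 over the shuffles. Time of day at dissection is a further possibility. Per1, Per2, Nr1d1 and Cry2 were called higher and Npas2 lower, but other clock genes, among them Dbp, Arntl and Clock, were not called. The exact permutation p of the circadian list was 0.0780. Too few clock transcripts and no recorded time keep this open, so time of day and impact cannot be told apart for them. The impact itself stays among the open explanations.

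Clustering on transcripts chosen by group does not speak to separation. When transcripts with an unadjusted p under 0.05 were chosen anew for each split, the libraries clustered completely by that split in 98 of 99 other splits, as they did for HF-HI and Sham.

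Immediate early transcripts were higher in HF-HI. Only 1 of 100 splits, the real one, gave as small a camera p for this list. Lower depth is argued against, as the exact permutation p of the list mean with depth as a covariate was 0.0145. Reliance on a single library is argued against, as the p was at most 0.0140 when any single library was left out. Those fits do not cover several libraries acting together. Among the 9 libraries with a size factor above 1, the difference had the same sign with an exact permutation p of 0.0833, where 0.0119 is the smallest possible. There, Fos and Arc ENSMUST00000023268 no longer had an unadjusted p under 0.05, while Egr1, Nr4a3 and the other transcript of Arc did. After adjustment over the 22 lists the exact permutation p with all libraries was 0.130, so the list fails that correction. Time of day could raise these genes as well. Of 10 clock transcripts outside the immediate early list, the mean did not differ (exact permutation p = 0.299), and with transcripts of opposite phase counted with opposite sign the p over 13 transcripts was 0.116. Both tests leave a shift of hours open, so time of day and impact cannot be told apart here. Handling or activity before tissue was taken was not tested. That the impact left neuronal activity or its transcription raised at 1 month is a hypothesis from the same data that showed the pattern.

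Lower mitochondrial transcripts in HF-HI are consistent with library properties. These transcripts vary together from library to library (median correlation 0.799), and the exact permutation of the list mean, which keeps this, gave p = 0.0821. With depth as a covariate the camera adjusted p was 0.943 (5.0e-08 to 0.943 over the alternatives), and among libraries with a size factor above 1 the exact permutation p was 1. The share of reads from these genes was 6.34% ± 0.608 in Sham and 5.31% ± 1.15 in HF-HI (SD), with an exact permutation p of 0.0555. An effect of the impact on mitochondrial RNA was not excluded.

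In 49 genes, transcripts were called in opposite directions, and 3 of 100 splits, the real one included, gave as many (median 29 over the others). This count rises with the number of calls. Per call, 74 of 100 splits gave as many such genes, so opposite calls were no more frequent than in other splits. A candidate explanation is that reads shared between overlapping isoforms were divided differently between libraries when counts were estimated. Over 4081 pairs of transcripts of the same gene, the median correlation of deviations within groups was −0.269, and 0 of 1000 draws of random pairs were as low. In the 53 pairs called in opposite directions it was −0.593. Summed per gene, 3 of the 49 genes differed at an unadjusted p under 0.05. As these genes were chosen for opposite calls, their sums tend to cancel whether reads were divided differently or isoforms switched. This count therefore cannot decide between them. A true switch between isoforms gives negative correlations too when it varies between mice, so part of these calls may be biological.

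Synaptic transcripts had a larger share of calls than the others, and 1 of 100 splits, the real one, gave as large a share. That share rises with the number of calls. As a ratio to the share of other transcripts it was 1.43, and 21 of 100 splits gave as large a ratio, so the excess was within what other splits give. Of 10000 random gene lists matched on mean value and number of transcripts, a share of 0.0362 had as many calls, which argues against abundance and transcript number alone. The division of reads between isoforms may contribute, since after reads were summed per gene 16 of 145 synaptic genes were called, against 9.31% of other genes (Fisher's exact p = 0.470). With depth as a covariate the share was no longer above that of the others (Fisher's exact p = 0.601), but the covariate lowers all calls, so depth and impact cannot be told apart for this share. As 19 of the 39 calls fell in genes that the study displayed from these libraries, and the lists were written with the study in view, the share is not independent of that choice.

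Transcripts annotated with a retained intron were called more often, 51 of 363 (37 of them higher), against 8.59% of protein-coding transcripts, and 1 of 100 splits, the real one, gave as large a share. That share rises with the number of calls, and as a ratio to the share of other transcripts 7 of 100 splits gave as large a value. The mean test statistic of these transcripts was as far from 0 in 10 of 100 splits. All 11 called lincRNAs, of 60, were higher. A larger share of unprocessed RNA in libraries of lower depth could give this, and with depth as a covariate 7.99% of the retained intron transcripts were called. As the covariate lowers calls in every class, depth and impact cannot be told apart for these transcripts.

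The postsynaptic density list held more changes in either direction than matched lists. Of 1000 random gene lists matched on mean value and number of transcripts, 0 gave as small a p by limma's fry for changes in either direction, and with depth as a covariate a share of 0.017 did, which argues against depth alone. For this list alone, 2 of 100 splits, the real one included, gave as small a p by fry for changes in either direction. For the number of lists past this test, 1 of 100 splits, the real one, gave 4. The other splits gave at most 2, and 8 of them gave at least 1. The real split also had the most calls, and whether the number of lists rises with calls was not tested. The division of reads between isoforms is a candidate explanation, since after reads were summed per gene a share of 0.135 of random lists gave as small a p. Without the 6 genes that the study displayed from these libraries, the share was 0.187. Leaving out genes chosen for being called raises it by construction, so that choice and a change of the list cannot be told apart.

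The number of gene lists past camera was not unusual, since 7 of 100 splits gave 4 or more, and 82 of the 99 other splits gave at least 1.

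Ttr, a gene of the choroid plexus, fell into separate levels that did not follow the groups. It had 6589 and 6685 normalized counts in Sham replicates 1 and 2, 8663 and 8165 in HF-HI replicates 2 and 5, and at most 176 in the other 11 libraries (exact permutation p between groups = 0.880). Of 15 genes in the choroid plexus list, it was the only one listed.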
